A study of Mus musculus with 12 samples.

How the data were processed

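The series holds 12 RNA-seq libraries of MC3T3 sc4 cells: 2 days by 3 BMP2 doses (0, 10 and 50 ng/ml) by 2 GSK126 levels (0 and 5 µM), with 1 library per condition, grouped by their titles. The authors deposited 1 table of gene counts and RPKM values per library. Per the submitters' processing notes the build was mm10 and the tools named were bcl2fastq, TopHat2 2.0.6 and HTSeq; the counting settings, the strand setting and the annotation release are not given in the sources used here. Reads of antisense or overlapping genes therefore cannot be told apart, and values of the near-identical Bglap genes are uncertain because reads they share could be split by the counting. The deposited RPKM values (reads scaled by gene length and library total, by the authors) were used only to check library totals: they imply totals larger than the gene sums.

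The table had 23358 rows and 23315 distinct names; 69 rows shared a name and were kept apart by position. All 195176 counts above 0 were even, so each read pair seems to have been counted once per mate. Counts were tested as deposited, Poisson intervals (95%, counting error only) were computed on read pairs, and halved counts were an added alternative. A 3-pair floor came to 0.0486 to 0.0923 CPM. Gene positions are those of the deposited table; 20602 of 20720 rows matched by name overlapped their RefSeq gene in GRCm38.p6. List members such as Foxf1, Msmo1, Snorc, Adgre1 and Map2 were found under older symbols through that table, a step added after the table was seen. The labels do not say that libraries came from separate cultures, so p-values measure only the spread between these libraries.

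Genes with at least 1 CPM in at least 2 libraries were kept (12056) and normalised by TMM, and edgeR 4.0.16 (R 4.3.3) quasi-likelihood tests were run with Benjamini-Hochberg adjustment at 0.05. The additive fit held terms for GSK126 and for each BMP2 dose within each day (8 coefficients, 4 residual degrees of freedom). The interaction fit held day by GSK126 by any BMP2 (also 4). Gene list shifts were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 and with an estimated one, over 28 lists; of 386 distinct members 241 were tested. Counts adjusted over a list alone are given where they differ from those over all genes. No camera call named in the text held with an estimated correlation. The designs, the alternatives first listed, the rule for named genes and the lists as first written were fixed before the data were examined; alternatives and list symbols added later are described as such.

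Named genes were, per contrast, up to 8 rises and 8 falls of largest size among called genes with mean CPM of at least 5, a symbol that is not a Gm, Rik, accession or pseudogene name, and 1 direction in every matched comparison; up to 4 called members per list; and a fixed panel of bone, BMP and Polycomb genes. Rows sharing a name were also left out, and some genes that the rule names are not reported here. Combination libraries were described without a test against additive (BMP2 plus GSK126 minus vehicle, in CPM) and multiplicative expectations, where genes with the largest excess were ranked by the smaller of both doses' excess, and with list medians set among 10000 random lists matched on mean expression.

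The scripts were tested on simulated counts drawn from the real means and library sizes over 12056 genes with 200 changed. For the GSK126 effect on day 6, 58.2% of changes of log2 size 0.5, 92.5% of size 1 and 98.5% of size 2 were recovered. For the GSK126 effect on day 1 these were 61.2%, 91% and 98.5%. For the day 6 interaction they were 3%, 58.2% and 89.4%. Alternatives were DESeq2 1.42.0 size factors and Wald test, library size scaling, other filters, limma-voom, added terms, fits per day and each library left out where the fit could still be made.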

Results

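RNA was sequenced from MC3T3 sc4 cells, a mouse calvarial pre-osteoblast line that forms mineralised matrix in osteogenic medium. Cells at passage 12 were held in that medium for 1 or 6 days with vehicle, with bone morphogenetic protein 2 (BMP2) at 10 or 50 ng/ml, with 5 µM GSK126, or with GSK126 and either BMP2 dose. GSK126 inhibits EZH2, the enzyme of Polycomb repressive complex 2 (PRC2) that methylates histone H3. The 12 conditions have 1 library each, so no difference between single conditions has a replicate check. Tests of GSK126, BMP2 and day therefore used the factorial design, in which libraries that share a treatment stand in for replicates and p-values measure the spread left by the fit. That spread is shared by both days. If the days differ in spread, standard errors and p-values can be too small on one day and too large on the other. For GSK126 and BMP2, fits per day called fewer genes on day 6 and more on day 1, but they also hold fewer libraries. Libraries held 74301112 to 113744802 counts, and 12056 genes were tested. Values after ± are standard errors of log2 fold changes, n is the 12 libraries unless stated, and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

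Day separated the libraries most. On the first axis of a multidimensional scaling, which held 71.1% of the variance, the 6 libraries of day 1 lay apart from the 6 of day 6, and on day 6 the second axis (14.5%) followed both agents, at 1.99, 0.75 and -0.9 for 0, 10 and 50 ng/ml without GSK126 and 0.82, -0.57 and -1.61 with it. The ribosomal RNA precursor Rn45s took 8.96% to 11.71% of counts on day 1 and 13.1% to 21.66% on day 6.

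**Figure D1:**
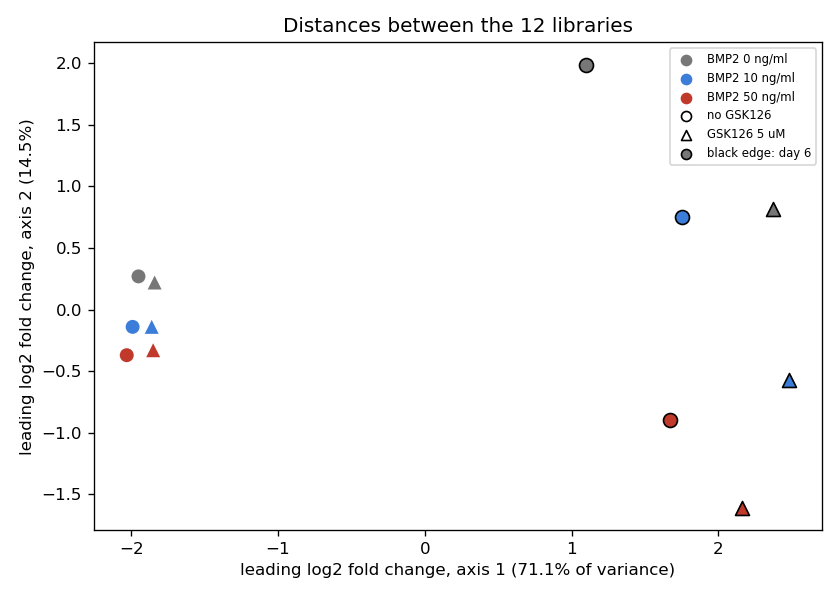
Multidimensional scaling of the 12 libraries, with leading log2 fold changes on both axes, colour for BMP2 dose, triangles for GSK126 and black edges for day 6. Axis 1 holds 71.1% of the variance and separates the days.

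The first comparison asked what changed between day 1 and day 6 of osteogenic culture over the 6 treatments. Bone matrix genes rose. Ibsp, bone sialoprotein, rose by 6.44 ± 0.23 on the log2 scale (adjusted p = 6e-07) in 6 of 6 treatments. Bglap, which encodes osteocalcin, had 0 to 13 read pairs in the libraries of day 1 and 212 to 23325 in those of day 6, and Bglap2 had 0 to 4 and 85 to 6117. Both rose (adjusted p = 1.8e-06 and 1.2e-05), with no fold given because day 1 lay near the floor of 3 pairs. Bglap and Bglap2 are near-identical copies, and reads may be split between them in the authors' counting. Of 18 measured bone matrix and mineralization genes, 16 rose and 0 fell (camera adjusted p = 2.4e-05; adjusted p = 0.53 with an estimated correlation). The transcription factor gene Runx2 rose by 1.78 ± 0.08. Ostn, which encodes osteocrin, had 0 read pairs in all 6 libraries of day 1, 1 to 7 in the 3 of day 6 without GSK126 and 1246 to 1791 in the 3 with it, so no fold is given for day. Spp1, osteopontin, had a value of 0.67 ± 0.3 that did not pass (adjusted p = 0.075).

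All 24 measured proliferation genes fell, led by Rrm2 (-2.9 ± 0.04) and Mcm3 (-2.25 ± 0.06), with a camera adjusted p of 1.8e-12 and an adjusted p of 0.53 with an estimated correlation. Cholesterol synthesis genes fell in 18 of 19 cases, among them Nsdhl (-1.87 ± 0.08), and 1 rose (camera adjusted p = 2.4e-05; adjusted p = 0.59 with an estimated correlation). Among 13 BMP-SMAD target genes 11 fell, including Id1 (-3.63 ± 0.16), and 2 rose (camera adjusted p = 0.0046; adjusted p = 0.59 with an estimated correlation). Ezh2 itself fell by 1.12 ± 0.05 on the log2 scale. In the stress response list 9 of 11 genes rose and 1 fell, with Atf3 at 5.49 ± 0.26 and Trib3 at 4.09 ± 0.11 (camera adjusted p = 0.014; adjusted p = 0.59 with an estimated correlation). Contractile genes fell in 5 of 6 cases and rose in 1 (camera adjusted p = 0.035; adjusted p = 0.59 with an estimated correlation). In all, 9407 genes passed, 4883 higher and 4524 lower on day 6. With library size alone as scaling the median gene shifted by -0.179 and the split became 3073 higher and 6234 lower. Rn45s was also higher in every library of day 6 than in any of day 1.

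The second comparison asked what EZH2 inhibition changed on day 6, over the 3 BMP2 doses. Bone matrix genes rose: Enpp1 by 3.64 ± 0.29, Bglap2 by 3.22 ± 0.53, Bglap by 2.71 ± 0.4 (adjusted p = 0.0036) and Spp1 by 2.52 ± 0.47 (adjusted p = 0.009), each in 3 of 3 doses. Of the 18 measured genes of that list 9 rose and 0 fell; adjusted over the list alone, 10 rose. The camera adjusted p was 4.8e-05, and the adjusted p was 0.6 with an estimated correlation. The osteocyte genes Dmp1 and Phex rose by 2.25 ± 0.45 and 2.24 ± 0.56. Alpl (0.3 ± 0.27), Phospho1 (1.22 ± 0.53), Smpd3 (1.36 ± 0.66) and Col1a1 (0.25 ± 0.1) did not pass. Among 10 osteoblast transcription factors 5 rose, including Sp7 (0.71 ± 0.18), Dlx5 (0.57 ± 0.13) and Dlx3 (1.19 ± 0.31), while Runx2 stood at 0.12 ± 0.11 and did not pass. Adjusted over the list alone, 5 rose and 1 fell (camera adjusted p = 0.048; adjusted p = 0.64 with an estimated correlation).

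Ostn rose with GSK126 on day 6 (adjusted p = 0.00013), with no fold given because libraries without it held 1 to 7 read pairs. The other largest rises, among called genes with a mean of at least 5 CPM, were the R-spondin receptor gene Lgr6 (3.91 ± 0.21), Avil (3.74 ± 0.26), Cd200 (3.61 ± 0.35), Bglap2 (3.22 ± 0.53), the collagenase gene Mmp13 (3.04 ± 0.7), Atp2a3 (2.97 ± 0.31) and Cdsn (2.93 ± 0.14). By the same limit the largest falls were Fam131b (-2.12 ± 0.12), Cdh26 (-2.03 ± 0.21), Mrgprf (-1.72 ± 0.4), Pcyt1b (-1.71 ± 0.31), Dock10 (-1.68 ± 0.4), Cdc42ep2 (-1.67 ± 0.12), Aspn (-1.6 ± 0.28) and Figf (-1.52 ± 0.18).

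Proliferation genes fell in 22 of 24 cases and rose in 0, with Cdc20 at -1.33 ± 0.06, Kif11 at -1.22 ± 0.04 and Mki67 at -1.14 ± 0.05 (camera adjusted p = 1.6e-17; adjusted p = 0.49 with an estimated correlation). Of 19 cholesterol synthesis genes 17 fell, including Idi1 (-0.93 ± 0.21) and Nsdhl (-0.87 ± 0.12), with 17 lower and 1 higher when adjusted over the list alone (camera adjusted p = 2.5e-06; adjusted p = 0.64 with an estimated correlation). All 6 measured smooth muscle and contractile genes fell, led by Acta2 (-1.36 ± 0.1; camera adjusted p = 3.4e-05; adjusted p = 0.64 with an estimated correlation). Stress response genes rose in 9 of 11 cases, led by Trib3 (2.52 ± 0.14), Atf3 (1.82 ± 0.27) and Chac1 (1.78 ± 0.19), and 1 fell (camera adjusted p = 0.0001; adjusted p = 0.64 with an estimated correlation). Cartilage genes rose in 5 of 10 cases, with Col9a1 at 1 to 3 read pairs without GSK126 and 66 to 212 with it and Col2a1 at 2.15 ± 0.17, and 1 fell (camera adjusted p = 0.048; adjusted p = 0.64 with an estimated correlation). Of 11 PRC2 subunit genes 4 fell, Ezh2 by 0.24 ± 0.06 on the log2 scale, and 5 when adjusted over the list alone (camera adjusted p = 0.048; adjusted p = 0.64 with an estimated correlation). Interferon-stimulated genes fell in 3 of 9 cases (camera adjusted p = 0.048; adjusted p = 0.64 with an estimated correlation). Hox genes, many of them Polycomb targets in other cells, rose in 2 of 13 cases (camera adjusted p = 0.67); Hoxb13 had 0 to 2 read pairs without GSK126 and 34 to 69 with it. Among developmental regulators of other lineages 1 of 10 rose and 1 fell (camera adjusted p = 0.67). In total 3415 genes passed, 1726 higher and 1689 lower, of which 299 and 148 changed at least 2-fold. Scaling by library size alone gave 1841 higher and 1183 lower, and a fit on the 6 libraries of day 6 alone called 956. Without the 10 ng/ml library of day 6 the count was 1857, and without the library of 10 ng/ml with GSK126 it was 1825. The Rn45s share was lower with GSK126 at each dose on day 6, at 14.47% against 15.4%, 13.49% against 17.16% and 13.1% against 21.66%.

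On day 1 the planned fit called 0 genes for GSK126 with edgeR, against 755 at an unadjusted p under 0.05 where chance gives 603. DESeq2 called 6 and limma-voom 0. This count changed with the fit. A fit on the 6 libraries of day 1 alone called 2030 genes, 1108 higher and 922 lower, and limma-voom with 1 weight per day, an alternative chosen after seeing the data, called 586. Both let the spread differ between days, but the fit on day 1 alone also holds fewer libraries. In the fit on day 1 alone all 19 cholesterol synthesis genes were higher (median log2 fold change 0.15), against 17 of 19 lower on day 6, and 8 of 13 bone matrix genes were higher, including Ibsp (0.65, adjusted p = 4.4e-05). In the planned fit the cholesterol list passed on day 1 (camera adjusted p = 0.003; adjusted p = 0.78 with an estimated correlation), with no single member past the threshold, as did antigen presentation genes (camera adjusted p = 0.0084; adjusted p = 0.78 with an estimated correlation). Effects on day 1 were small: over 10020 genes the SD of the GSK126 log2 fold change was 0.13 on day 1 and 0.38 on day 6. At 0, 10 and 50 ng/ml on day 1 the libraries with GSK126 had a lower Rn45s share (8.96% against 11.71%, 9.3% against 10.9% and 9.78% against 10.69%) and a higher total count (90932122 against 74301112, 113744802 against 86296742 and 110414130 against 95996102). Over both days 2079 genes passed, 1074 higher and 1005 lower, or 1216 and 538 with library size alone. Without any 1 library of day 1 this count was 600 to 688, without either 10 ng/ml library of day 6 it was 1192 or 1202, and without any other library of day 6 it was 3243 to 3392.

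The difference between days was tested directly. For 1261 genes the GSK126 effect differed between day 6 and day 1, more positive for 475 and more negative for 786. Proliferation genes made up 21 of the negative differences among 24 measured (camera adjusted p = 2.5e-21; adjusted p = 0.35 with an estimated correlation), and cholesterol synthesis genes 11 of 19 (camera adjusted p = 2.1e-08; adjusted p = 0.56 with an estimated correlation). Adjusted over each list alone these were 23 and 17. All 6 contractile genes had more negative differences (camera adjusted p = 1.6e-05; adjusted p = 0.52 with an estimated correlation), and stress response genes had 6 more positive and 1 more negative (camera adjusted p = 3.1e-05; adjusted p = 0.52 with an estimated correlation). In the bone matrix list 1 of 18 differed (camera adjusted p = 0.00016; adjusted p = 0.52 with an estimated correlation), and in the interferon list 1 of 9 (camera adjusted p = 0.04; adjusted p = 0.73 with an estimated correlation). Lgr6 differed by 3.73 and Trib3 by 2.68 on the log2 scale. The count was 342 to 398 without any 1 library of day 1, 694 or 700 without either 10 ng/ml library of day 6 and 2156 to 2622 without any other library of day 6.

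The third comparison asked what BMP2 changed, as the mean of both doses against none. On day 1, Ibsp rose by 2.61 ± 0.33 (adjusted p = 0.011), Alpl, tissue-nonspecific alkaline phosphatase, by 2.04 ± 0.4 (adjusted p = 0.044) and Sp7, osterix, by 1.67 ± 0.21, each in 4 of 4 comparisons. BMP-SMAD target genes rose in 7 of 13 cases, with Hey1 at 3.37 ± 0.45, Bambi at 1.52 ± 0.3 and Smad6 at 1.1 ± 0.16, and 1 fell (camera adjusted p = 1.6e-05; adjusted p = 0.5 with an estimated correlation). Adjusted over the list alone, 10 rose and 1 fell. Tnn (2.47 ± 0.36), Cd244 (2.16 ± 0.25), Rgs4 (1.78 ± 0.23), Rgs3 (1.58 ± 0.15) and the prostaglandin synthase gene Ptgs2 (1.55 ± 0.1) also rose. Crabp2, a retinoic acid binding protein gene, fell by 1.89 ± 0.12, Lrrc15 by 1.65 ± 0.14 and Podn by 1.38 ± 0.12 on the log2 scale. Runx2 (0.18 ± 0.11), Id1 (0.62 ± 0.21) and Spp1 (-0.19 ± 0.44) did not pass. Osteoblast transcription factors rose in 2 of 10 cases (camera adjusted p = 0.0025; adjusted p = 0.65 with an estimated correlation), bone matrix genes in 2 of 18 (camera adjusted p = 0.0072; adjusted p = 0.57 with an estimated correlation) and matrix proteases and inhibitors in 2 of 10 (camera adjusted p = 0.0072; adjusted p = 0.5 with an estimated correlation). Antigen presentation genes fell in 2 of 8 cases, and 5 when adjusted over the list alone (camera adjusted p = 0.0025; adjusted p = 0.57 with an estimated correlation). No interferon-stimulated gene passed, though the list lay lower (camera adjusted p = 0.0072; adjusted p = 0.73 with an estimated correlation). The count was 441 genes, 217 higher and 224 lower. It was 912 with DESeq2, 4697 in the fit on day 1 alone, 1 without the day 1 vehicle library and 2 without the day 1 GSK126 library. It was 52 to 66 without any 1 of the 4 BMP2 libraries of day 1 and 1399 to 1487 without any 1 library of day 6 other than the 10 ng/ml pair.

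On day 6, BMP2 raised 12 of 18 bone matrix genes and lowered 0, and adjusted over the list alone 17 rose (camera adjusted p = 1.4e-07; adjusted p = 0.46 with an estimated correlation). Bglap rose by 3.18 ± 0.46, Dmp1 by 3 ± 0.52, Ibsp by 2.13 ± 0.31 and Spp1 by 1.86 ± 0.51 (adjusted p = 0.034). Phospho1 (1.9 ± 0.59, adjusted p = 0.052) and Smpd3 (2.01 ± 0.73, adjusted p = 0.081) did not pass. Of the 10 osteoblast transcription factors 7 rose, among them Sp7 (1.4 ± 0.21) and Runx2 (0.49 ± 0.11), with a camera adjusted p of 0.0039 and an adjusted p of 0.53 with an estimated correlation. BMP-SMAD target genes rose in 9 of 13 cases, with Hey1 at 5.36 ± 0.59, while Id4 fell by 2.5 ± 0.19 on the log2 scale (camera adjusted p = 0.0044; adjusted p = 0.53 with an estimated correlation). By single libraries, which have no test, the list's median change without GSK126 was -0.17 at 10 ng/ml and 1.57 at 50 ng/ml, and with GSK126 it was 0.75 and 2.14. At 10 ng/ml without GSK126, Id1 (0.89 CPM against 1.29 in vehicle), Smad6 (13.3 against 15) and Msx2 (2.2 against 2.5) lay below vehicle with overlapping counting intervals. Lgr6 rose by 5.59 ± 0.3 and Krt14 by 2.69 ± 0.23. Among called genes with a mean of at least 5 CPM, the largest falls were Ngfr (-5.97 ± 0.28), Itgbl1 (-5.22 ± 0.45), Abi3bp (-4.89 ± 0.5), Apod (-4.66 ± 0.2), Gfra2 (-4.04 ± 0.23) and the growth factor gene Igf1 (-3.88 ± 0.15). Proliferation genes fell in 20 of 24 cases (camera adjusted p = 1.2e-11; adjusted p = 0.46 with an estimated correlation) and cholesterol synthesis genes in 17 of 19 (camera adjusted p = 2.5e-06; adjusted p = 0.53 with an estimated correlation). Interferon-stimulated genes fell in 6 of 9 cases, led by Oasl2 (-2.57 ± 0.42; camera adjusted p = 0.0019; adjusted p = 0.53 with an estimated correlation). Imprinted growth regulators fell in 5 of 7, led by H19 (-3.5 ± 0.23; camera adjusted p = 0.022; adjusted p = 0.53 with an estimated correlation). All 6 contractile genes fell (camera adjusted p = 0.00041; adjusted p = 0.53 with an estimated correlation), and stress response genes rose in 6 of 11 cases and fell in 1 (camera adjusted p = 0.024; adjusted p = 0.54 with an estimated correlation). In total 3463 genes passed, 1600 higher and 1863 lower, or 809 and 3410 when scaled by library size alone, which moved the median gene by -0.146. On day 6 without GSK126 the Rn45s share was 15.4%, 17.16% and 21.66% at 0, 10 and 50 ng/ml. A fit on day 6 alone called 1038 genes.

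Over both days 3140 genes passed for BMP2, 1424 higher and 1716 lower (734 and 2980 with library size alone), and the count was 887 to 1767 without any 1 library of day 1 and 4809 without the day 6 library of 50 ng/ml with GSK126. The effect differed between days for 1102 genes, 460 more positive and 642 more negative on day 6 (268 and 787 with library size alone, which moved the median gene by -0.105). That count was 104 to 353 without any 1 library of day 1 and 1806 to 2505 without any 1 library of day 6 other than the 10 ng/ml pair.

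**Figure D2:**
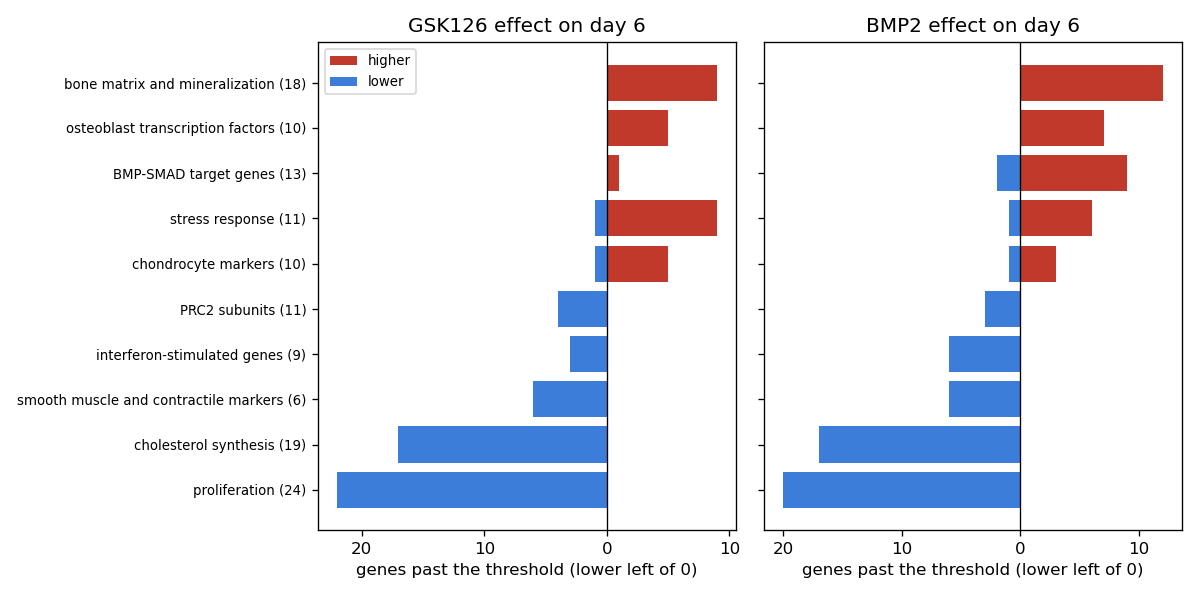
Members of 10 gene lists past the threshold on day 6 for GSK126 (left) and BMP2 (right), with higher genes to the right of 0, lower genes to the left and the number measured in brackets. Bone matrix genes were higher in 9 and 12 of 18 cases and proliferation genes lower in 22 and 20 of 24.

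The fourth comparison set 50 against 10 ng/ml BMP2. BMP-SMAD target genes were higher at 50 ng/ml in 9 of 13 cases, including Hey1 (2.25 ± 0.29), Id1 (1.14 ± 0.18), Id2 (1.07 ± 0.21) and Atoh8 (1.03 ± 0.11), with 4 of 4 comparisons in that direction (camera adjusted p = 1.4e-05; adjusted p = 0.41 with an estimated correlation). Lgr6 (1.99 ± 0.12), Igfbp5 (1.82 ± 0.27), Tnn (1.44 ± 0.27) and Msx2 (0.9 ± 0.1) were also higher. Gfra2 (-1.93 ± 0.21), Igf1 (-1.52 ± 0.13), Gdf6 (-1.38 ± 0.24), Cd34 (-1.33 ± 0.06) and Nt5e (-1.3 ± 0.13) were lower. Proliferation genes were lower in 15 of 24 cases (camera adjusted p = 1.7e-14; adjusted p = 0.41 with an estimated correlation). In the bone list only Col1a1 (0.51 ± 0.09) and Col1a2 (0.46 ± 0.09) passed, and Bglap (1.62 ± 0.7) and Ibsp (0.59 ± 0.23) did not (camera adjusted p = 7.7e-05; adjusted p = 0.41 with an estimated correlation). The count was 611 genes, 272 higher and 339 lower, or 173 and 757 with library size alone, and 1119 with DESeq2. It was 7 to 11 without any 1 of the 4 BMP2 libraries of day 1, 166 and 175 without the day 1 vehicle and GSK126 libraries, 205 without the day 6 library of 10 ng/ml and 991 to 2001 without any 1 other library of day 6 apart from 10 ng/ml with GSK126.

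The series title names the joint action of BMP2 and GSK126 on osteogenic genes, and the last comparison set each combination library beside its single agents. On day 6 Spp1, at chromosome 5, 104435111 to 104441053 (mm10), stood at 272 CPM in vehicle, 666 with 50 ng/ml BMP2, 528 with GSK126 and 8110 with both. That is 8.79 times the additive expectation of 922 CPM and 2.65 log2 units above the multiplicative one. At 10 ng/ml the Spp1 combination was 2720 CPM, 4.39 times the additive value. Dmp1 reached 732 CPM at 50 ng/ml against an additive 92.9, and Phex 99.8 against 19.8, and both exceeded the multiplicative expectation at both doses. So did Ank, at 301 CPM against an additive 110 with 50 ng/ml and 138 against 68.9 with 10 ng/ml, and Enpp1, at 19.4 against 2.96 and 9.05 against 2.79 CPM.

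The other genes of the bone list lay below the multiplicative expectation at 50 ng/ml. Bglap, at chromosome 3, 88383495 to 88384464, went from 4.56 CPM in vehicle to 187 with 50 ng/ml BMP2, 63.4 with GSK126 and 547 with both, above the additive 246 and below the multiplicative 2590. Ibsp, at chromosome 5, 104299287 to 104311472, reached 4380 CPM against an additive 3520 and a multiplicative 13500. Phospho1 (124 CPM against an additive 211), Smpd3 (589 against 1070) and Alpl (48.7 against 75.8) stayed below the additive expectation at 50 ng/ml. Of 18 bone matrix genes 15 exceeded the additive expectation at 10 ng/ml and 9 at 50 ng/ml on day 6, and 8 and 5 exceeded the multiplicative one. The list's median excess over the multiplicative expectation was -0.44 at 10 and -1.56 log2 units at 50 ng/ml, at percentile 0 to 1 decimal among 10000 random lists matched on mean expression at both doses. Random lists leave out the correlation between the genes of a list, and in the interaction test on day 6 the bone list did not pass (camera adjusted p = 0.088; adjusted p = 0.6 with an estimated correlation). Each multiplicative expectation on day 6 uses the vehicle library, which stood apart: among genes with a mean of at least 5 CPM, 112 lay at least 1 log2 unit below and 45 above all 5 other libraries of that day, while no other library had more than 22 in either direction. On day 1, 12 and 8 of the 18 exceeded the additive expectation. These values compare single libraries, and Poisson intervals for counting error were narrow (Spp1 with both at 50 ng/ml, 8080 to 8130 CPM).

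**Figure D3:**
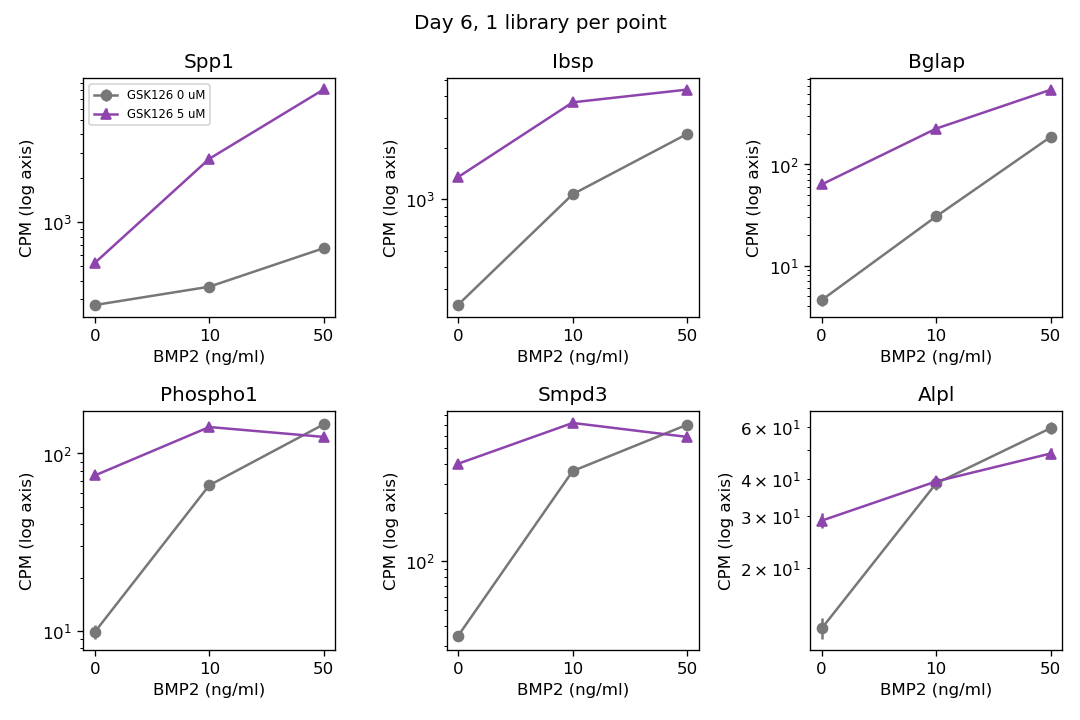
CPM on a log axis against BMP2 dose (evenly spaced positions) on day 6 without GSK126 (circles) and with 5 µM GSK126 (triangles), 1 library per point, bars showing 95% Poisson intervals. Spp1 reached 8110 CPM with both agents, while Phospho1, Smpd3 and Alpl at 50 ng/ml were lower with GSK126 than without it.

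The interaction test, a departure from the multiplicative expectation with the BMP2 doses as stand-ins for replicates, called 0 genes on day 6 with edgeR (1125 at an unadjusted p under 0.05, 603 by chance), 190 with DESeq2 and 0 with limma-voom. Without the day 6 libraries of 10 ng/ml, 50 ng/ml or 10 ng/ml with GSK126 it called 156, 15 and 13. Cholesterol synthesis genes lay below that expectation (camera adjusted p = 2.6e-12; adjusted p = 0.35 with an estimated correlation). Stress response genes also lay below it (camera adjusted p = 0.0012), as did Wnt pathway genes (camera adjusted p = 0.016), and interferon-stimulated genes lay above it (camera adjusted p = 3.3e-05), each with an adjusted p of 0.35 with an estimated correlation. Large estimates in the real libraries did not pass, among them Smpd3 (-3.24 ± 0.52, adjusted p = 0.24), Phospho1 (-2.61 ± 0.64, adjusted p = 0.34) and Spp1 (2.44 ± 0.88, adjusted p = 0.49). On simulated counts with the same design the test recovered 58.2% of interactions of log2 size 1. That share need not hold in the real libraries. The fit pools both BMP2 doses, so real differences between the doses enter its spread. The failure of large estimates to pass therefore decides nothing about interaction. With edgeR only 28 genes on day 1 and 462 over both days had an unadjusted p under 0.05, where chance gives 603 each time. The excess of such genes on day 6 therefore decides nothing about interaction. The interaction test called 1 gene on day 1 with edgeR, Prkra, which had 4721 read pairs in the vehicle library and 969 to 1377 in the other 5 of that day. Without the day 1 libraries of 10 ng/ml, 10 ng/ml with GSK126 or 50 ng/ml with GSK126, or either day 6 library of BMP2 with GSK126, it called 0, and without the day 1 library of 50 ng/ml it called 2. Over both days it called 0 genes with edgeR (462 at an unadjusted p under 0.05), 22 with DESeq2 and 0 with limma-voom, and it called 9 without the day 6 library of 10 ng/ml and 1 without either library of 50 ng/ml alone.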

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

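The tests of ribosomal RNA in the GSK126 arm, of BMP2 effects between library pairs and of the bone list on day 6 alone, of the counting floor and counting intervals, of the vehicle library and of GSK126 effects between doses on day 1 were chosen after the results were seen. Effects that differed between day 6 and day 1, by a test of the difference itself, were found for 1261 genes with GSK126 and 1102 with BMP2.

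For both agents, differences are ranked among called genes with a mean of at least 5 CPM and 1 direction in every matched comparison. For GSK126 the largest positive differences (log2, day 6 minus day 1) were Lgr6 3.73, Col22a1 3.47, Avil 3.38, Cdsn 2.91, Trib3 2.68, Rnf150 2.43, Hspb7 2.25 and Soat2 2.19. The largest negative ones were Fam131b -2.13, Cdh26 -2.11, Pcyt1b -1.81, Aspn -1.72, Cdc42ep2 -1.61, Neurl1b -1.55, Figf -1.5 and Gstt1 -1.47.

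For BMP2 the positive differences were led by Lgr6 4.53, Pdzd2 3.76, Siglecg 2.77, Rhpn2 2.32, Rnf150 2.2, Lrrc15 2.04, Krt14 1.99 and Mgst3 1.85, and Col1a1 differed by 0.62. The negative ones were F13a1 -5.24, Abi3bp -4.44, Apod -3.49, Itga8 -3.23, Myo18b -3.04, Ednra -3, Igf1 -2.94 and Dock10 -2.9.

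The first pattern weighed is the absence of GSK126 calls on day 1 in the planned fit. A spread shared by both days could hide small changes, and the fit on day 1 alone called 2030 genes. Unrelated chance differences between libraries are argued against, since GSK126 effects at different doses on day 1, from pairs sharing no library, had Spearman rho of at least 0.46 over genes, which are not independent replicates. Effects as large as on day 6 are argued against by an SD ratio of 0.36. A smaller, earlier GSK126 response remains a hypothesis, since the fit on day 1 alone has 2 residual degrees of freedom, and a difference in composition or depth stays open beside it, because all 3 libraries with GSK126 had a lower Rn45s share and a higher total than their matches.

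The second pattern is the BMP2 rise of bone matrix genes on day 6, where the Rn45s share rose with dose without GSK126. With GSK126 present that share fell with dose (14.47% to 13.1%), yet the list's median change at 50 ng/ml was 1.42, with 17 of 18 genes above 0 and a lower quartile of 0.73, which argues against ribosomal RNA as the whole cause. Leaving Rn45s out of the totals kept 12 genes called higher, but it moved no list member by more than 0.009, so that test decides nothing. Unrelated differences between libraries are argued against for BMP2 effects over 10020 genes, where pairs sharing no library had rho of 0.29 to 0.58, while the order of sizes within the bone list (lowest rho -0.51) decides nothing about its shared rise. The list's median change was 0.89 to 2.51 in the 4 BMP2 comparisons. Between changes without and with GSK126, which share no library, 15 to 18 of 18 genes lay above 0 in both. This argues against differences unrelated from gene to gene as the source of the shared rise. The list test fry passed with the spread of both days (adjusted p = 0.0016) but not on day 6 alone (adjusted p = 0.072, 2 residual degrees of freedom). Chance spread between libraries that moves the list's genes together therefore stays open, beside a biological response to BMP2 as a hypothesis.

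The third pattern is the bone list's position below the multiplicative expectation at 50 ng/ml on day 6, which rests on a vehicle library with 112 genes at least 1 log2 unit below and 45 above all other libraries of that day, against at most 22 in any other. Over the 15 genes with at least 100 read pairs in vehicle, the counting interval of the log2 excess lay wholly below 0 in 11 and above 0 in 4, which argues against counting error as the source of the shortfall in those 11. Over all 15 of these genes the median excess was -1.5 (quartiles -2.02 to 0.69). For Bglap2 and Enpp1, with 85 and 17 pairs in vehicle, inflation of folds near the counting floor cannot be told apart from a real departure, because the counts are few. A low vehicle library stays open as the cause: the GSK126 effect at 10 ng/ml exceeded that at 50 ng/ml in 14 of 18 genes without use of that library, but each effect comes from 1 pair of libraries and has no spread of its own. Saturation was not tested, since every measure of it shared libraries with the excess.

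Other splits of the samples were fitted the same way. Labels were swapped only between libraries matched on the other factors, except for 50 against 10 ng/ml and GSK126 on single days. Those tests had more splits than matched swaps allow, so labels were also exchanged between unmatched libraries. For day, 1 of 32 splits (the real one, 9407 genes; highest other 4638) gave as many genes; for GSK126 over both days 1 of 32 (2079; highest other 1261, the split that reverses GSK126 on 1 day and so measures the day difference). For BMP2 over both days the number was 1 of 81 (3140; highest other 2718). These splits argue against chance as the source of the counts of day and of each agent over both days, but do not exclude it. The smallest share that 32 splits allow is 0.031, and shares were not adjusted for the number of tests. For 50 against 10 ng/ml the number was 1 of 34 (611; highest other 113). Those splits ignored the matching, and matched swaps alone are too few for a share under 0.05, so they do not argue against chance there. The splits were too few for a share under 0.05 for GSK126 on day 6 (1 of 10; 3415, highest other 3), on day 1 (10 of 10; 0, highest other 4) and for the difference between days (1 of 4; 1261, highest other 0).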

How the results depend on the processing

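The weights per day, halved counts, totals without Rn45s and interaction fits per day were chosen after seeing the data. Counts stayed within 1.5 times under DESeq2 size factors in edgeR, the stricter filter, limma-voom, halved counts and totals without Rn45s for all 13 gene tests. Causes of the shifts below were not tested, except that fits per day and left-out libraries change the number of samples. No paired analysis was possible because the labels give no replicate numbers; libraries matched by day and dose are already compared in the additive fit. Library size only gave 930 genes for 50 against 10 ng/ml and 0 for the day 1 interaction, and moved the median gene of the day 6 interaction by 0.11; no filter gave 4 for the day 6 interaction. DESeq2's test gave 6 for GSK126 on day 1, 912 for BMP2 on day 1, 1119 for 50 against 10 ng/ml, 190 for the day 6 interaction and 22 for it over both days. With a GSK126-by-dose term the GSK126 day difference had 832, BMP2 on day 1 224, 50 against 10 ng/ml 292 and the interaction over both days 1. Fits per day gave 2030 and 956 for GSK126 on days 1 and 6, 4697 and 1038 for BMP2, and 2 for the day 1 interaction. Weights per day gave 586 and 1995 for GSK126, 4052 and 2109 for BMP2. Leaving out 1 library gave 0 to 0 for GSK126 on day 1, 1825 to 4252 on day 6, 600 to 3392 over both days and 342 to 2622 for its day difference; 1 to 1487 for BMP2 on day 1, 2328 to 4846 on day 6, 887 to 4809 over both days and 104 to 2505 for its difference; 7 to 2001 for 50 against 10 ng/ml, 8580 to 9626 for day; 0 to 2, 0 to 156 and 0 to 9 for the interaction on day 1, day 6 and over both, from 10, 10 and 8 left-out libraries, since without a vehicle or GSK126 library of a tested day it could not be estimated. Lists past the threshold: an estimated correlation gave 0 in each of 6 contrasts, against 2, 9, 6, 9, 6 and 4 for GSK126 on days 1 and 6, BMP2 on days 1 and 6, day and the day 6 interaction; fry gave 0 for GSK126 on day 1, 16 for BMP2 on day 6, 20 for day and 0 for the day 6 interaction. Bone genes above expectation on day 6 numbered 15 and 9 additively and 8 and 5 multiplicatively, also with prior counts of 0.5 and 5. Among 10458 gene-level values under the alternatives 9416 kept their side, 942 lost and 99 gained the call, and 1 reversed: Nog at 50 against 10 ng/ml (0.25, not past the threshold) went to -0.65 without the day 6 library of 50 ng/ml with GSK126 and to 0.76 without that of 50 ng/ml.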

Other observations

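The tests with the other pairs of libraries, of low genes with BMP2 and day, and of low genes by the mean of the 6 libraries of day 6 were chosen after the results were seen.

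Among single genes outside the bone lists, Eln, H19 and Igf2 changed in opposite directions with the agents on day 6. The values given below for Postn and Pparg come from different days and show no such opposition. Elastin (Eln) rose with GSK126 (3.89 ± 0.36) and fell with BMP2 (-3.49 ± 0.33). The imprinted genes H19 and Igf2 rose with GSK126 (1.98 ± 0.23 and 1.5 ± 0.2) and fell with BMP2 (-3.5 ± 0.23 and -1.43 ± 0.2), while Mest fell with both (-1.14 ± 0.08 and -1.73 ± 0.08). Postn, a matricellular protein gene, rose with BMP2 on day 1 (0.96 ± 0.14), fell with GSK126 on day 6 (-1.09 ± 0.13), and its BMP2 effect was more negative on day 6 by -1.61 ± 0.19. Pparg, the adipocyte regulator, rose with BMP2 on day 1 (2.66 ± 0.31) and with GSK126 on day 6 (1.18 ± 0.34).

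GSK126 and BMP2 calls on day 6 overlapped: 763 genes were higher with both, where independent lists would share 229, and 908 lower with both, where they would share 261. In opposite directions 74 and 38 were shared, against 267 and 224. Fitted effects had rho 0.52 and covariance 0.132 over genes. In 20 simulations without effects the mean rho was -0.009 (highest 0.006) and the mean covariance 1e-04. On day 6 each dose had 1 library with and 1 without GSK126, a balance that leaves both effects nearly uncorrelated in such simulations. The simulations therefore do not show whether sharing libraries adds to the rho of 0.52. Whether a real library that stands apart, as the day 6 vehicle did, adds to the excess was not tested. Effects from libraries with no overlap gave rho 0.05 for GSK126 at 50 ng/ml against BMP2 at 10 ng/ml, under the 0.3 set in advance. The other 5 such pairs on day 6, over genes with mean CPM of at least 5, ran from 0.02 to 0.55 (genes are not independent replicates), with 4 of them above 0.3, so whether the agents move the same genes stays open.

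A hypothesis that GSK126 moves genes along the change seen in vehicle from day 1 to day 6 was not borne out: rho was 0.04 over genes from libraries with no overlap.

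Another hypothesis is that GSK126 raises genes of low expression, as loss of a repressor might. Of 210 genes called for GSK126 on day 6 with a mean CPM under 2 over the 6 libraries of day 6, where libraries with and without GSK126 weigh equally, 71.9% rose, against 49.1% of the other 3205. The test set first used the mean over all 12 libraries (81.4% of 236 against 48.3% of 3179) and decides nothing, because only 3 of the 12 carry the effect, so a gene that rises keeps a low mean more easily than 1 that falls. By that mean the shares were 38.5% and 46.8% for BMP2 on day 6, and 68.3% and 50.5% for day 6 against day 1, where that mean weighs both arms equally.

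Accn1 had 0 read pairs in 6 of 6 libraries of day 1 and in 2 of day 6 (50 ng/ml BMP2, and GSK126), but 2278, 5277, 5632 and 5293 in the other 4 of day 6. It was 1 of 2 genes on day 6 with 0 pairs in 1 library and at least 1000 in another, and was named after its values were seen. Among the 6 libraries of day 1, Prkra, Limd2, Tmem38b and Lig1 were highest in vehicle, with 4721, 2605, 1794 and 7147 read pairs there and at most 1377, 1815, 990 and 6505 in the other 5.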
